A study of Mus musculus with 9 samples.

How the data were processed

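RNA was measured in 9 libraries of mouse embryos, 3 each labelled WT, H3R17H and Carm1-/-, grouped by the titles of the samples. The values are FPKM, fragments scaled by transcript length and by the mapped fragments of the library, deposited by the authors as 1 table with a column per library, per the file headers. The submitters' processing notes name Bowtie 0.12.2 and the builds mm10 and GRCm38, with no role or order. The quantifier, the annotation and any filter behind the listed genes are not given in the sources used here. FPKM divides by gene length and library total, so a few abundant genes can shift all others, and genes of near-identical sequence share reads in a way that cannot be checked here. The table held 16070 rows, of which 85 were at 0 in every library. It listed 19 symbols turned into dates, none of which is named, and 2 symbols on 2 rows each.

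Values were tested as log2(FPKM + 1), so a fold change is on that scale and understates the change of low genes. Genes of at least 1 FPKM in at least 3 libraries were kept, 11850 in all. All 9 libraries entered a single limma fit with an intensity trend, which shares 1 estimate of spread among the groups. The 4 comparisons were contrasts of it, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. A permutation of 3 against 3 libraries cannot go below a two-sided exact p of 0.1. Depth is unknown, so no counting interval is given. Work was done in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

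Before the data were examined, 27 gene lists, the rule for named genes, the tests and the alternatives were fixed. They covered arginine methyltransferases, histone H3, CARM1 partners and chromatin regulators, Hippo-Yap components and targets, junctions and polarity, p53, apoptosis, the cell cycle, the 2-cell stage, the oocyte, glycolysis, the respiratory chain in the nucleus and the mitochondrion, ribosomal proteins, stress, imprinting, sterol synthesis and markers of cell types and sex. The 21 lists with at least 5 tested members were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison, and again with an estimated correlation and with fry. The rule named Carm1 always, the genes past the threshold with non-overlapping libraries and a mean of at least 5 FPKM (or, with fewer than 5 in a direction, the 5 with the smallest p, said not to pass), up to 4 members of each list with the smallest p, and 10 fixed genes of Yap signalling and the embryonic lineages, without predicted gene models. To shorten the text, list members are named only for lists called in that comparison, and not every one of those; this was decided after the values were seen. Some genes that the rule names are not reported.

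The fit was tested on simulated data over 11850 genes with known changes. For H3R17H vs WT it recovered 13.4% of genes changed by 1 on the log2 scale, 79.1% of those changed by 2 and 93.9% of those changed by 3. For Carm1-/- vs WT the shares were 6%, 83.6% and 97%. These shares hold for the simulated spread and are not the power of the fit on the real libraries. There Alppl2, Id2 and Rhox5 differed by 3.03, -2.95 and 6.34 in H3R17H vs WT and did not pass. For that first comparison camera gave an unadjusted p under 0.05 for 1% of 100 random unchanged lists of 20 genes and for 100% of such lists shifted by 1. The simulated genes were independent, so this does not measure the effect of correlated genes on camera.

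Alternatives changed 1 choice at a time: a pseudocount of 0.1 or 5, no filter or a mean of at least 5 FPKM, median-of-ratios scaling, quantile normalization, no trend, array quality weights, only the groups compared, the replicate number as a block, and each library left out. A sex term and a fit of only the libraries with Y-linked transcripts (at least 1 FPKM over 4 genes) were added after seeing the data. Coordinates are 1-based, from GENCODE M21 on GRCm38, the build the processing notes name, matched by symbol and chromosome: 88.6% of the listed symbols had a single position.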

Results

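RNA was measured in mouse embryos of the strain C57BL/6, cultured in vitro and collected 4.5 days after microinjection, about the stage of the late blastocyst. Wild-type (WT) embryos were set against embryos whose genotype label is a substitution of arginine by histidine at residue 17 of histone H3 (H3R17H) and against embryos labelled as lacking Carm1 (Carm1-/-). Carm1 is the arginine methyltransferase that methylates this residue, and the series title names Yap signalling and early development as the subject. There were 3 groups of 3 libraries, 9 in all, and 1 FPKM value per gene and library. The depth of each library is unknown, because the values carry no read counts. Nothing in the labels says that the libraries came from separate embryos, and the preparation is described both as E4.5 embryo and as single cell, so p-values measure the spread between these libraries only.

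Carm1 checks the labels, and its values went against them. Carm1 (chromosome 9, 21546894 to 21592623, plus strand, GRCm38) stood at 8.86, 7.08 and 6.65 FPKM in WT replicates 1 to 3. It stood at 1.88, 0.02 and 1.22 FPKM in the libraries labelled H3R17H, and at 6.44, 12.68 and 9.52 FPKM in the libraries labelled Carm1-/-. The sample descriptions and the column names of the values disagree with the titles in the same way. The libraries titled H3R17H carry the name Carm there, and those titled Carm1-/- carry the name Hist. In limma, Carm1 differed from WT by -2.18 on the log2 scale (SE 0.42, adjusted p = 0.169) in the libraries labelled H3R17H and by 0.27 (SE 0.42, adjusted p = 0.829) in those labelled Carm1-/-. Neither passed; the first passed with array quality weights, with only the groups compared and without replicate 1 labelled Carm1-/-, and its adjusted p ranged from 0.0285 to 0.646 over the alternatives. Groups are therefore given here as the libraries labelled H3R17H and the libraries labelled Carm1-/-, and every direction below refers to the label, not to a genotype known to be correct.

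**Figure D1:**
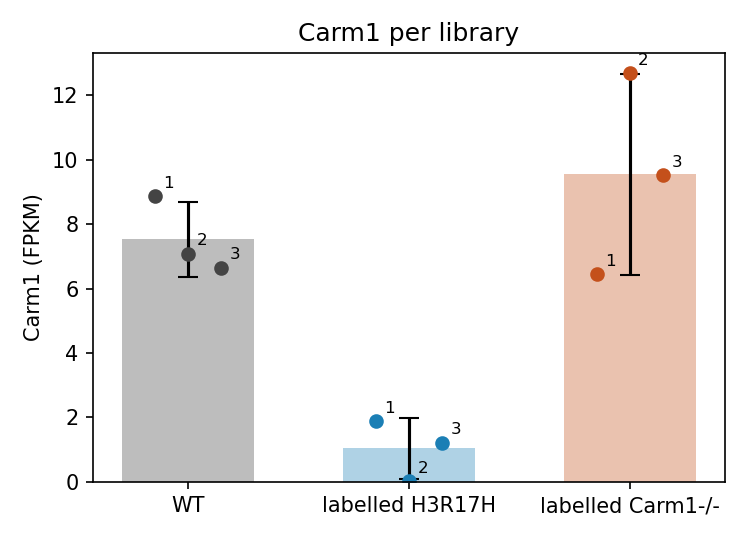
Carm1 in FPKM for each library (points, numbered by replicate), with the group mean (bar) and SD (error bar) of 3 libraries. The libraries labelled H3R17H lie between 0.02 and 1.88 FPKM, below all WT libraries, and those labelled Carm1-/- between 6.44 and 12.68 FPKM.

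The groups also differed in sex. The summed FPKM of the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d was 30.8, 35.8 and 30.7 in the WT libraries. It was 36.6, 0.01 and 0 in replicates 1 to 3 labelled H3R17H, and 28.1, 0 and 0 in those labelled Carm1-/-. Xist, the RNA that coats the inactive X chromosome, was at most 0.43 FPKM in WT and 16.58 to 32.54 FPKM in the edited libraries without Y-linked transcripts. Replicate 1 labelled H3R17H had both Y-linked transcripts and Xist, at 4.84 FPKM, and replicate 1 labelled Carm1-/- had Xist at 0.26 FPKM. No WT library lacked Y-linked transcripts, so each comparison with WT is in part a comparison of sexes.

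The first principal component held 36.2% of the variance. WT libraries lay at -33.8, -39.8 and -44.1 on it, libraries labelled H3R17H at 21.8, 42 and 1.7, and libraries labelled Carm1-/- at -43, 70.7 and 24.4. Replicate 1 labelled Carm1-/- thus lay with WT. Pearson's r across genes, which are not independent replicates, was between libraries 0.957 to 0.968 within WT, 0.932 to 0.942 within the group labelled H3R17H and 0.853 to 0.905 within the group labelled Carm1-/-.

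**Figure D2:**
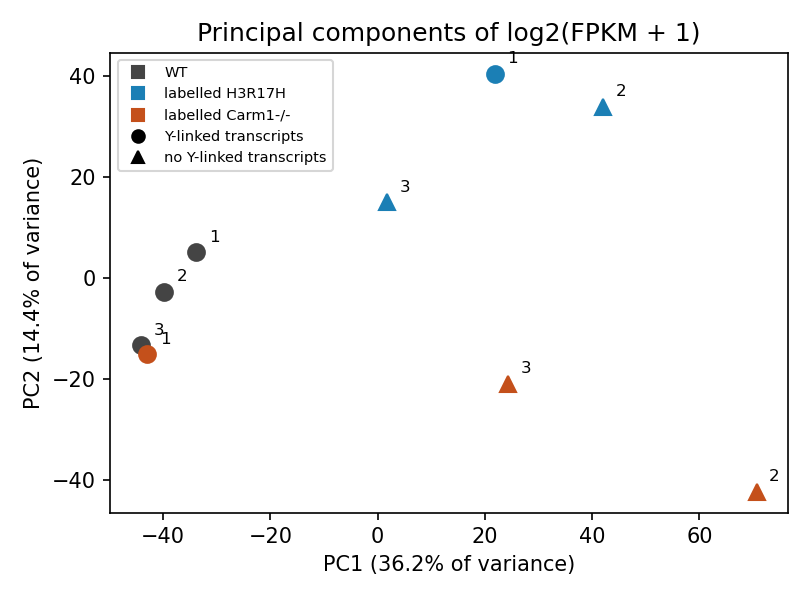
First (36.2% of variance) and second (14.4%) principal components of log2(FPKM + 1), coloured by label and numbered by replicate. Circles are libraries with Y-linked transcripts and triangles those without; replicate 1 labelled Carm1-/- lies at -43 on the first component, among the WT libraries.

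The comparison of the libraries labelled H3R17H with WT asked what the substitution changes in the embryo, if the label is correct. Carm1 RNA was low in these libraries, at 0.02 to 1.88 FPKM. Sterol synthesis genes, ribosomal protein genes, p53 targets and stress genes were higher as groups, and markers of trophectoderm, the outer layer that forms the placenta, and of primitive endoderm were lower. These calls were made by camera with a preset correlation, and none held with an estimated correlation or with fry. No single gene passed. Alppl2, an alkaline phosphatase (chromosome 1, 87086694 to 87089928, GRCm38), averaged 163 ± 74 FPKM in WT and 1277 ± 308 FPKM in the libraries labelled H3R17H (SD, n = 3), a log2 difference of 3.03 (SE 0.45). Id2, a trophectoderm marker, averaged 432 ± 115 against 55.6 ± 17.7 FPKM, a log2 difference of -2.95 (SE 0.74). All 11850 tested genes had a limma adjusted p above 0.05, the lowest, 0.0765, for a predicted gene model that the naming rule leaves out. At an unadjusted p under 0.05 there were 759 higher and 918 lower genes, against 592 that chance gives. The number of genes past the threshold depends on which libraries labelled Carm1-/- enter the fit. Limma on only the groups compared called 112 higher and 128 lower genes. Without replicate 1 labelled Carm1-/- it called 68 and 57, all 125 among the 240. Without replicate 2 or 3 of that label it called 4 and 0 genes. Libraries labelled Carm1-/- enter this comparison only through the shared estimate of spread. The median log2 difference over all genes was -0.032 in all of these fits. With only the groups compared the SE was 0.31 for Alppl2 and 0.28 for Id2. That no gene passed thus depends on the spread of a group outside the comparison.

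In sterol synthesis, 16 of 18 members had higher values and 2 lower, with a median log2 difference of 0.93. The call (camera, adjusted p = 4.40e-07) was lost with an estimated correlation (adjusted p = 0.529). No member passed over all genes, and 7 passed adjusted over the list alone. Insig1, which holds back sterol synthesis, averaged 26.8 ± 10.1 FPKM in WT and 94 ± 7.42 FPKM in the libraries labelled H3R17H. Lss, lanosterol synthase, averaged 5.98 ± 2.81 and 19.7 ± 2.75 FPKM, and Fdps 211 ± 7.13 and 465 ± 80.4 FPKM. Of 51 ribosomal protein genes 50 had higher values, by a median of 0.33 (camera, adjusted p = 4.40e-07; adjusted p = 0.68 with an estimated correlation). Rplp1 averaged 1098 ± 328 FPKM in WT and 2089 ± 42.6 FPKM in the libraries labelled H3R17H. None of these members passed adjusted over the list alone. All 17 p53 targets had higher values, by a median of 0.64 (camera, adjusted p = 7.85e-04; adjusted p = 0.68 with an estimated correlation), and 0 passed adjusted over the list alone. The call ended without replicate 2 labelled H3R17H (adjusted p = 0.0771), and the list medians of replicates 1 to 3 were 0.05, 1.15 and 0.44 against at most 0.24 in WT. Cdkn1a, an inhibitor of the cell cycle, averaged 122 ± 8.5 and 265 ± 92.7 FPKM. Among 19 immediate early and stress genes 16 had higher values (camera, adjusted p = 0.0019; adjusted p = 0.529 with an estimated correlation), and 4 passed adjusted over the list alone. Ddit4 averaged 2.37 ± 2.58 and 18 ± 10.7 FPKM. With a sex term camera called only the sterol list (adjusted p = 2.34e-07) of the 6 lists called in this comparison. The sex term rests on replicate 1 of each edited group, the only edited libraries with Y-linked transcripts.

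Of 21 trophectoderm markers 17 had lower values in the libraries labelled H3R17H, by a median of -0.57 (camera, adjusted p = 0.0019; adjusted p = 0.68 with an estimated correlation), and 5 passed adjusted over the list alone. Dppa1 averaged 230 ± 108 FPKM in WT and 18.3 ± 21.6 FPKM in the libraries labelled H3R17H, Gata2 2.45 ± 1.27 and 0.15 ± 0.25 FPKM, and Tfap2a 3.02 ± 1.26 and 0.45 ± 0.28 FPKM. Cdx2, the regulator that sets trophectoderm, averaged 7.45 ± 2.62 and 4.85 ± 2.22 FPKM (adjusted p = 0.775, limma), and its log2 difference turned from -0.57 to 0.69 with a sex term. Of 15 primitive endoderm markers 12 had lower values, by a median of -0.85 (camera, adjusted p = 0.0139; adjusted p = 0.529 with an estimated correlation), and 1 passed adjusted over the list alone. Pdgfra averaged 8.19 ± 1.86 and 0.96 ± 0.91 FPKM, and Sox17 6.1 ± 6.51 and 0.27 ± 0.43 FPKM. Gata6, also on this list, went the other way, 26.5 ± 4.09 and 45.3 ± 8.31 FPKM (adjusted p = 0.305). The pluripotency genes Nanog and Pou5f1 differed by 0.17 (SE 0.25) and 0.56 (SE 0.33) on the log2 scale and did not pass. Sox2 went the other way and did not pass either. It was at 3.14, 2.23 and 1.18 FPKM in WT and at 0.14, 0.42 and 1.38 FPKM in the libraries labelled H3R17H. Of 17 epiblast markers 11 had lower values, by a median of -0.3 (camera, adjusted p = 0.566).

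Among genes of at least 5 FPKM in the higher group, with non-overlapping libraries and without predicted models, those outside the lists with the smallest p were Alppl2, Rhox5, Rgs14, Ly6a and Rdm1 on the higher side and Tbl1x, Pdpn, Maged2, Enpp1 and Gatad1 on the lower side. None passed. Rhox5, an X-linked homeobox gene (chromosome X, 37804842 to 37808876), averaged 0.46 ± 0.22 FPKM in WT and 152 ± 128 FPKM in the libraries labelled H3R17H. Rgs14 averaged 4.77 ± 4.19 and 32.9 ± 1.98 FPKM, and Ly6a 232 ± 75.5 and 944 ± 233 FPKM. Tbl1x averaged 14.8 ± 0.8 and 2.82 ± 0.78 FPKM, Pdpn 83.7 ± 26.3 and 25.7 ± 5.13 FPKM, and Enpp1 5.1 ± 2.52 and 0.13 ± 0.23 FPKM. These 10 genes shared an adjusted p of 0.155.

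The comparison of the libraries labelled Carm1-/- with WT asked what loss of the methyltransferase changes, if the label is correct. Carm1 RNA was not low in these libraries, at 6.44 to 12.68 FPKM. As groups, p53 targets and stress genes were higher, and trophectoderm markers and chromatin regulators lower, in camera with a preset correlation but not with an estimated one or with fry. Yap1, the Hippo pathway effector in the series title (chromosome 9, 7931999 to 8004596, GRCm38), averaged 9.16 ± 0.57 FPKM in WT and 2.25 ± 1.06 FPKM in the libraries labelled Carm1-/- (SD, n = 3), a log2 difference of -1.69 (SE 0.38) that did not pass (limma, adjusted p = 0.2). Raver1, a ribonucleoprotein gene near Carm1 (chromosome 9, 21074158 to 21092008), averaged 5.65 ± 2.26 FPKM in WT and was listed at 0 in all 3 libraries labelled Carm1-/- (adjusted p = 0.109). With a pseudocount of 0.1 Raver1 passed (adjusted p = 0.0078). In the fit as reported no gene passed, the lowest adjusted p being 0.109 in limma. At an unadjusted p under 0.05 there were 622 higher and 733 lower genes, against 592 by chance. The count rests on replicate 1 labelled Carm1-/-: without it limma called 296 higher and 253 lower genes.

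Of 17 p53 targets 16 had higher values in the libraries labelled Carm1-/-, by a median of 0.96 (camera, adjusted p = 1.57e-06; adjusted p = 0.502 with an estimated correlation), and 4 passed adjusted over the list alone. The list medians of replicates 1 to 3 were 0.52, 1.49 and 0.45 against at most 0.24 in WT, so replicate 2 lay highest. Without replicate 2 the call had an adjusted p of 0.0016. Cdkn1a averaged 122 ± 8.5 FPKM in WT and 326 ± 157 FPKM in the libraries labelled Carm1-/-, and Trp53inp1 4.29 ± 0.85 and 13.3 ± 5.8 FPKM. Among 19 immediate early and stress genes 15 had higher values (camera, adjusted p = 2.25e-04; adjusted p = 0.323 with an estimated correlation), and 7 passed adjusted over the list alone. Ddit3, a transcription factor of the endoplasmic reticulum stress response, averaged 7.29 ± 1.49 and 22.8 ± 12.7 FPKM. Of 21 trophectoderm markers 16 had lower values, by a median of -0.7 (camera, adjusted p = 0.0051; adjusted p = 0.892 with an estimated correlation), and 5 passed adjusted over the list alone. The call ended without replicate 2 (adjusted p = 0.101) or 3 (adjusted p = 0.292) labelled Carm1-/- and had an adjusted p of 8.47e-07 without replicate 1. Id2 averaged 432 ± 115 and 118 ± 154 FPKM, and Gata3 321 ± 46.2 and 142 ± 115 FPKM. Id2 was at 296, 32.4 and 25.7 FPKM in replicates 1 to 3, and Gata3 at 276, 73.9 and 77.7 FPKM. Without replicate 1 the log2 difference was -3.82 (limma, adjusted p = 0.0017) for Id2 and -2.06 (adjusted p = 0.0054) for Gata3. Among 24 CARM1 partners and chromatin regulators 19 had lower values, by a median of -0.37 (camera, adjusted p = 0.0349; adjusted p = 0.323 with an estimated correlation), and 0 passed adjusted over the list alone. This call ended without WT replicate 2 (adjusted p = 0.0541) and without replicate 2 (0.101) or 3 (0.0626) labelled Carm1-/-. Dnmt3b, a DNA methyltransferase, averaged 31.6 ± 3.48 and 16 ± 11.8 FPKM. It was at 29.6, 8.86 and 9.43 FPKM in replicates 1 to 3 and passed without replicate 1 (limma, adjusted p = 0.0125). With a sex term camera called only the p53 targets (adjusted p = 0.0024) of these 4 lists.

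The other genes the same rule names by the smallest p, none of which passed, were Rhox5, Gpx2, Trf, Cxcl16 and Slc22a7 (higher) and Serpinb6c, Ninj1, Dcps and Kyat3 (lower). Rhox5 averaged 231 ± 200 FPKM, with 16.7 FPKM in replicate 1 against at most 0.66 FPKM in WT. Trf, transferrin, averaged 0.24 ± 0.41 FPKM in WT and 5.24 ± 1.94 FPKM in the libraries labelled Carm1-/-. Gpx2 averaged 21.5 ± 9.63 and 145 ± 34.6 FPKM, and Serpinb6c 108 ± 25.7 and 35.3 ± 12.5 FPKM. Cdx2 averaged 7.45 ± 2.62 and 4.5 ± 7.15 FPKM (adjusted p = 0.487), with 12.7, 0.6 and 0.14 FPKM in replicates 1 to 3. Without replicate 1 its log2 difference went from -1.48 to -2.6 and passed (adjusted p = 0.0198), and over the alternatives its adjusted p was up to 0.997.

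Yap signalling was read from 2 lists fixed before the data were examined, and neither was called in any of the 4 comparisons. Of the 8 tested members of the Yap target signature 6 had lower values in the libraries labelled H3R17H and 6 in those labelled Carm1-/-, with medians of -0.24 and -0.44 (camera, adjusted p = 0.677 and 0.616). Of the 24 symbols of this list 14 matched the table, and 8 of these passed the filter. Of 23 Hippo-Yap components 16 and 14 had lower values, with medians of -0.16 and -0.06 (adjusted p = 0.486 and 0.769). Ctgf, a classic Yap target, averaged 4.95 ± 1.04 FPKM in WT, 18.5 ± 14.2 FPKM in the libraries labelled H3R17H and 2.2 ± 1.95 FPKM in those labelled Carm1-/-. Cyr61 averaged 22 ± 19.3, 34.5 ± 18.6 and 41 ± 28.3 FPKM. Neither passed. Adjusted over the list alone, 1 component passed in Carm1-/- vs WT and 1 member of the target signature in Carm1-/- vs H3R17H, both lower. Yap1 passed in Carm1-/- vs WT only without replicate 1 of that label (log2 difference -1.94, adjusted p = 0.0303). In that comparison its adjusted p was up to 0.907, with a sex term, over the alternatives. In both edited groups vs WT the lowest adjusted p of Yap1 over the alternatives was 0.0438, with array quality weights.

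**Figure D3:**
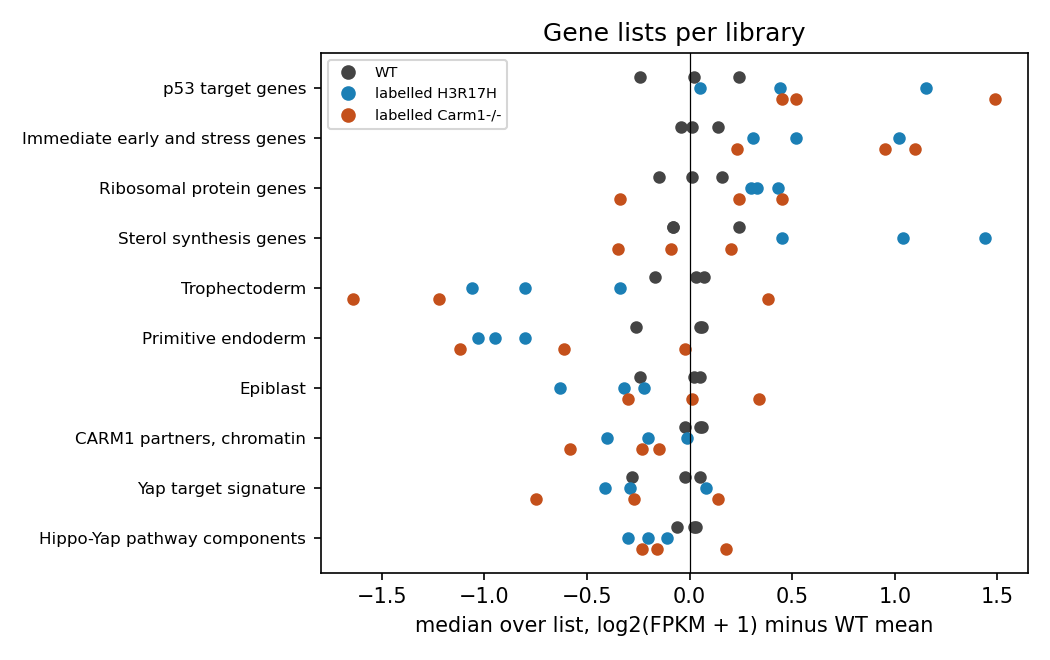
Median of each gene list per library, as log2(FPKM + 1) minus the WT mean, coloured by label. Trophectoderm markers lie at -1.06, -0.8 and -0.34 in the libraries labelled H3R17H and at 0.38, -1.64 and -1.22 in those labelled Carm1-/-, where replicate 1 stands apart.

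**Figure D4:**
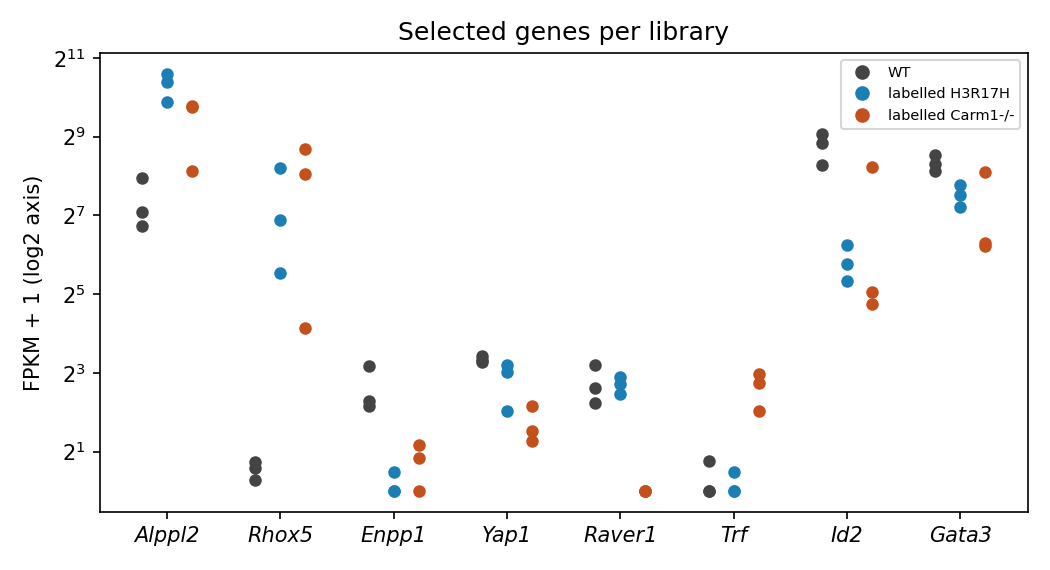
FPKM + 1 of selected genes per library on a log2 axis, coloured by label, 3 points per group. Raver1 is listed at 0 in all 3 libraries labelled Carm1-/-, and Rhox5 is higher in all 6 edited libraries than in the 3 WT libraries.

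Both edited groups together were compared with WT to see what the embryos shared. Trophectoderm markers, primitive endoderm markers and chromatin regulators were lower as groups, and p53 targets, ribosomal protein, stress and sterol genes higher, again in camera with the preset correlation alone. Sterol genes did not share this direction: in Carm1-/- vs WT 7 were higher and 11 lower, with a median of -0.13 (camera, adjusted p = 0.924). Ribosomal protein genes (adjusted p = 0.073) and primitive endoderm markers (adjusted p = 0.379) were not called there, and chromatin regulators were not called in H3R17H vs WT (14 of 24 lower, median -0.23, adjusted p = 0.162). Rhox5 had the smallest p of the genes the rule names: the log2 difference was 6.38 (SE 0.88, adjusted p = 0.127 in limma). It lay above WT in all 6 edited libraries. Dnph1 averaged 33.8 ± 5.58 FPKM in WT, 120 ± 41.6 and 94.8 ± 24.9 FPKM in the libraries labelled H3R17H and Carm1-/- (SD, n = 3). Ldoc1, an X-linked gene, averaged 7.93 ± 1.29, 0.54 ± 0.71 and 0.99 ± 1.25 FPKM. No gene passed, the lowest adjusted p being 0.127. At an unadjusted p under 0.05 there were 787 higher and 910 lower genes. Without replicate 1 labelled Carm1-/- limma called 329 higher and 294 lower genes, and with array quality weights 229 and 236, of which 372 were called in both.

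Of 21 trophectoderm markers 18 had lower values in the edited libraries, by a median of -0.75 (camera, adjusted p = 8.98e-04; adjusted p = 0.702 with an estimated correlation), and 6 passed adjusted over the list alone. Tspan8 averaged 96.2 ± 68.6 FPKM in WT, 10.5 ± 3.92 FPKM in the libraries labelled H3R17H and 24.9 ± 34.9 FPKM in those labelled Carm1-/-. The p53 targets had a median of 0.74 (camera, adjusted p = 7.89e-06; adjusted p = 0.667 with an estimated correlation), the ribosomal protein genes 0.24 (1.03e-04; 0.702), the stress genes 0.75 (1.22e-04; 0.477) and the sterol genes 0.45 (0.0029; 0.667), each pair being the adjusted p of camera with the preset and with an estimated correlation. Primitive endoderm markers had a median of -0.8 (0.0428; 0.667) and chromatin regulators -0.38 (0.0428; 0.477). In replicate 1 labelled Carm1-/- the list median of the ribosomal protein genes was -0.34, below all WT libraries (-0.15 to 0.16). The other edited libraries lay at 0.24 to 0.45. The primitive endoderm call ended without WT replicate 2 or 3, replicate 1 or 3 labelled H3R17H, or replicate 3 labelled Carm1-/- (adjusted p = 0.0645 to 0.14). The chromatin call ended without any 1 of these 5 libraries or replicate 2 labelled Carm1-/- (0.0527 to 0.0713). Both calls also ended with the replicate block (0.0601 each), and the chromatin call with median-of-ratios scaling (0.0519). With a sex term camera called the sterol genes (adjusted p = 0.0043) and the p53 targets (adjusted p = 0.0189). Trophectoderm markers had an adjusted p of 0.105 there, and ribosomal protein genes 0.955.

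The fold changes of the 2 edited groups against WT correlated across genes with r of 0.666, which is not a test on independent replicates. Unchanged groups simulated with 3 libraries each and a shared WT group gave a median r of 0.499 and at most 0.522 in 100 simulations. The simulated median was 0.6, 0.599 and 0.602 without WT replicates 1 to 3, and 0.443 to 0.448 without any 1 edited library. It thus followed the number of libraries, not the spread of each group. Pearson's r between libraries was 0.957 to 0.968 within WT and 0.853 to 0.905 within the group labelled Carm1-/-. The excess below is not measured against groups of these spreads. The excess of 0.167 over the median fell to 0.063 without replicate 2 labelled Carm1-/-, 0.054 without WT replicate 3 and 0.089 without WT replicate 2. Each was set against groups simulated with the same library left out. The covariance was 0.298 against 0.12 simulated, a difference of 0.178. At an unadjusted p under 0.05 in both, 254 genes were higher and 262 lower, against 76 and 75 simulated and 39.8 and 56.8 for independent lists. The 3 WT libraries cannot be split into parts of 2. The simulation of unchanged groups does not hold the difference in sex or in spread between WT and edited libraries.

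The direct comparison of the libraries labelled Carm1-/- with those labelled H3R17H asked where the edits differ. Sterol synthesis, histone H3 and ribosomal protein genes were lower as groups in the libraries labelled Carm1-/-, and oocyte genes higher. None was called with an estimated correlation or with fry. All 4 lists were called with a sex term too, but that term cannot move this difference. In both groups replicate 1 alone has Y-linked transcripts, and the median log2 difference was -0.011 with and without the term. Fbxo2 (chromosome 4, 148160621 to 148166424, GRCm38) averaged 20.2 ± 4.29 FPKM in the libraries labelled Carm1-/- and 0.47 ± 0.73 FPKM in those labelled H3R17H (SD, n = 3), with 3.57 ± 2.66 FPKM in WT. Carm1 itself differed by 2.45 (SE 0.42) on the log2 scale, higher in the libraries labelled Carm1-/- (limma, adjusted p = 0.15). Raver1 was listed at 0 in the libraries labelled Carm1-/- and averaged 5.5 ± 0.94 FPKM in those labelled H3R17H. No gene passed in limma: Fbxo2 and Raver1 had an adjusted p of 0.0522. At an unadjusted p under 0.05 there were 485 higher and 488 lower genes. Without replicate 1 labelled Carm1-/- 10 genes were called, and Fbxo2, Trf and Raver1 were among them (adjusted p = 0.0431). Over the alternatives the adjusted p of Fbxo2 ranged from 0.0354 to 0.364, and that of Raver1 from 0.0075, with a pseudocount of 0.1, to 0.364.

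Of 18 sterol synthesis genes 16 had lower values in the libraries labelled Carm1-/- than in those labelled H3R17H, by a median of -0.91 (camera, adjusted p = 1.10e-08; adjusted p = 0.224 with an estimated correlation), and 7 passed adjusted over the list alone. Insig1 averaged 28.2 ± 13.1 against 94 ± 7.42 FPKM. Among 13 histone H3 genes 9 had lower values (camera, adjusted p = 0.0266; adjusted p = 0.224 with an estimated correlation). The call ended without replicate 1 (adjusted p = 0.171) or 3 (adjusted p = 0.058) labelled Carm1-/-. Against WT this list had a median of 0.36 in the libraries labelled H3R17H (9 of 13 higher, camera adjusted p = 0.0808) and -0.17 in those labelled Carm1-/- (9 of 13 lower, adjusted p = 0.769). Hist1h3e averaged 0.3 ± 0.52 against 3.26 ± 1.77 FPKM. The H3 genes are near-identical copies, so their values are uncertain. Of 51 ribosomal protein genes 48 had lower values, by a median of -0.25 (camera, adjusted p = 6.16e-04; adjusted p = 0.959 with an estimated correlation). Without replicate 1 labelled Carm1-/- this call ended (adjusted p = 0.949). For histone H3 and ribosomal protein genes 0 members passed adjusted over the list alone. Of 6 tested oocyte genes 4 had higher values (camera, adjusted p = 0.0351; adjusted p = 0.224 with an estimated correlation), and 2 passed adjusted over the list alone. The call ended without replicate 2 labelled H3R17H (adjusted p = 0.061) and without replicate 1 (0.0614) or 2 (0.0842) labelled Carm1-/-. It also ended with the replicate block (0.0654). Zp3, a zona pellucida gene, averaged 8.84 ± 9.76 against 0.33 ± 0.29 FPKM. Other genes the rule names by the smallest p were Abcg1 and Pdpn (higher) and Rgs14, Tkfc and Mgl2 (lower), none of which passed.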

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

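The tests of exchanged labels, of the edit acting on Carm1 RNA, of sex and an unedited embryo behind replicate 1, of cell share and sex behind the trophectoderm markers, and the sex term were chosen only after the result was seen.

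The 2 edited groups, as labelled, differed from each other, by a direct test of the difference, for 4 gene lists. Camera gave an adjusted p of 1.10e-08 for sterol synthesis, 6.16e-04 for ribosomal protein, 0.0266 for histone H3 and 0.0351 for oocyte genes, the first 3 lower in the libraries labelled Carm1-/-. None was called with an estimated correlation, where the lowest adjusted p was 0.224. Without replicate 1 labelled Carm1-/- the ribosomal (adjusted p = 0.949), histone H3 (0.171) and oocyte (0.0614) calls ended. The histone H3 call also ended without replicate 3 of that label (0.058), and the oocyte call without its replicate 2 (0.0842) or H3R17H replicate 2 (0.061). The sterol call held without any 1 library (adjusted p at most 1.25e-04).

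Carm1 was low in the libraries labelled H3R17H. A change of the whole region is argued against: the 32 tested genes within 500 kb had a median log2 difference of 0.03, against -2.18 for Carm1. Exchanged labels would put every library labelled Carm1-/- above every library labelled H3R17H, as seen (2.45 on the log2 scale). The sample descriptions, read before the values, name the groups the other way round, as do the column names of the values. The Carm1 values go with those names but do not settle the labels. An H3 edit that lowers Carm1 RNA beside a Carm1 edit that leaves it (log2 difference 0.27 from WT) cannot be told apart from exchanged labels, since an edited gene may keep its RNA. Raver1, 1 of the 32 genes within 500 kb, differed from WT by -2.68 in the libraries labelled Carm1-/- and by 0.01 in those labelled H3R17H. Whether this bears on the labels was not tested.

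Replicate 1 labelled Carm1-/- lay with WT. At 100 genes chosen without it, its median position from WT (0) to the other libraries of its label (1) was 0.075. The highest held-out WT library lay at 0.077, and held-out replicates 3 and 2 at 0.314 and 0.412. The choice and the axis were made anew for each held-out library, so these positions are not on 1 scale. The libraries labelled H3R17H lay at 0.295, 0.545 and 0.215, so the axis is not specific to the label. Yet 11 of those genes lay past the midpoint, against at most 8 in a held-out WT library, and Raver1, Fbxo2, Ninj1 and Trf were among them; this count was added after the median was seen, and both readings were alike with 50, 200 and 500 genes. An unedited embryo cannot be told apart from a weakly or partly edited one. Sex stays open too: H3R17H replicate 1, which has Y-linked transcripts but also Xist at 4.84 FPKM, lay at 0.72 on an axis from WT (0) to the edited libraries without them (1), but a single library excludes nothing.

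Trophectoderm markers were lower in 5 of 6 edited libraries than in all WT libraries, by a mean of -0.76 over the list medians (exact permutation p = 0.119, two-sided, 84 splits). A lower share of trophectoderm cells alone would raise primitive endoderm markers, if trophectoderm does not express them, which was not tested. Their median instead differed by -0.71 between edited and WT libraries (exact permutation p = 0.036, two-sided). This argues against that share alone only under this condition. The primitive endoderm list was also not called with a sex term (both edited groups vs WT, camera, adjusted p = 0.298). Loss of both lineages stays open, though it would raise epiblast markers, which differed by -0.13 (exact permutation p = 0.5, two-sided). The 4 trophoblast giant cell markers, too few to test, did not fall alike. Their median was 1.2 (H3R17H) and 2.5 (Carm1-/-) in replicate 2 of each edited group. It was -0.47 to -0.05 in the other edited libraries, against -0.04 to 0.44 in WT. Sex cannot be told apart from the edits, with no WT library of the other sex: the median over the list was -0.75, and -0.25 with a sex term, but that term rests on replicate 1 of each edited group, at -1.06 (H3R17H) and 0.38 (Carm1-/-), the latter the WT-like library. The genotype is the biological explanation the design gives, and it stays open as well.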

How the results depend on the processing

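The sex term, the fit of only libraries with Y-linked transcripts and the simulation with libraries left out were chosen after seeing the data; all other alternatives were planned. No gene passed in any comparison as reported, and the counts below are genes past the threshold in limma. H3R17H vs WT gave 240 with only the groups compared, 192 with array quality weights, 1 with a pseudocount of 5, and 0 to 125 over the libraries left out. Carm1-/- vs WT gave 1 with a pseudocount of 0.1, 1 with array quality weights and 0 to 549 over the libraries left out. Both edited groups vs WT gave 465 with array quality weights and 0 to 623. Carm1-/- vs H3R17H gave 1 with a pseudocount of 0.1 or 5, 2 with median-of-ratios scaling or quantile normalization, 3 without trend and 0 to 10. Without WT replicate 1 the counts were 2, 0, 1 and 1, and without replicate 2 labelled Carm1-/- H3R17H vs WT gave 4. Among the libraries left out, the highest count came each time without replicate 1 labelled Carm1-/-, the most WT-like library of its group. In H3R17H vs WT that library enters only through the shared estimate of spread. Beyond that the cause was not tested. With a sex term 0 genes passed in every comparison, and unadjusted p under 0.05 fell to 853, 625 and 648 genes in the comparisons with WT, against 592 by chance.

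Replicate numbers did not pair the libraries: 1 of 9 same-numbered pairs had a correlation of deviations over 0.1 (-0.05 to 0.183), and 2 correlated best with their own number. The replicate block gave 0 called genes in every comparison. It ended 3 list calls: chromatin regulators (adjusted p = 0.0601) and primitive endoderm markers (0.0601) in both edited groups vs WT, and oocyte genes in Carm1-/- vs H3R17H (0.0654). Median-of-ratios scaling ended the first of these (0.0519).

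Gene list tests gave 0 called lists in every comparison with an estimated correlation and 0 with fry. With a sex term they gave 1 for H3R17H vs WT, 1 for Carm1-/- vs WT and 2 for both edited groups vs WT; that term rests on replicate 1 of each edited group. Over the libraries left out they ranged from 5 to 8, 2 to 7, 5 to 9 and, for Carm1-/- vs H3R17H, 2 to 6. The ribosomal protein list in Carm1-/- vs H3R17H turned without replicate 1 labelled Carm1-/- (adjusted p = 0.949) and reached 1.11e-07 without replicate 2. The correlation of the edited groups' fold changes was 0.725 for genes with a mean of at least 5 FPKM and ranged from 0.511 (without replicate 2 labelled Carm1-/-) to 0.712 (without WT replicate 1). Groups without an effect, simulated with the same library left out but without the difference in spread, gave lower values. These were at most 0.483 without replicate 2 labelled Carm1-/- and 0.619 without WT replicate 1. None were simulated for the genes of at least 5 FPKM, so 0.725 has no simulated value to be read against.

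Of 3250 alternative values of named genes, 3074 kept direction and side, 148 passed the threshold in place of not passing, and 28 changed direction, none of them called; the cause was not tested. With a sex term Cdx2 turned to 0.69 in H3R17H vs WT, Nanog to -0.14 there and Gata6 to -0.02 in Carm1-/- vs WT. In both edited groups vs WT, Cdx2 turned to 0.23 and Nanog to -0.3 with a sex term and with only libraries with Y-linked transcripts. The design makes these estimates the same, as both rest on replicate 1 of each edited group, so they are not separate evidence. In the same comparison Ctgf turned to -0.4 with a pseudocount of 0.1, -0.29 with array quality weights and ranged from -0.19 to 0.49 with libraries left out. Nanog turned to 0 with quantile normalization and ranged from -0.12 to 0.13 with libraries left out. In Carm1-/- vs H3R17H, Cyr61 turned to -0.07 with array quality weights and ranged from -0.37 to 0.59 with libraries left out, Sox17 from -0.12 to 1.01, and Sox2 from -0.47 to 0.48; Sox2 turned to -0.02 with a pseudocount of 0.1. Depth is unknown, so its limit cannot be given.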

Other observations

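The tests of other splits were chosen after the result was seen; the test of X-linked genes was written before its value was seen.

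Lists not described above gave no call with camera in the comparisons with WT. In H3R17H vs WT, cell cycle genes had a median log2 difference of -0.21 (16 of 25 lower, adjusted p = 0.162), with 4 lower members adjusted over the list alone. Glycolysis genes had -0.42 (12 of 17 lower, 0.0992), junction and polarity genes -0.21 (0.257), imprinted genes -0.3 (0.532), epiblast markers -0.3 (0.566), nuclear respiratory chain genes -0.1 (0.381), mitochondrially encoded genes 0.2 (0.257), apoptosis regulators 0.03 (0.566) and arginine methyltransferases 0.1 (0.696), the numbers in parentheses being adjusted p. In Carm1-/- vs WT, cell cycle genes had -0.27 (20 of 25 lower, 0.109), junction and polarity genes -0.25 (0.109), glycolysis genes -0.02 (0.769), epiblast markers -0.12 (0.702) and oocyte genes 0.65 (0.0538). The others had an adjusted p of 0.073, for ribosomal protein genes, or more. In Carm1-/- vs H3R17H the lists without a call had an adjusted p of 0.173, for glycolysis genes, or more. Among the lists tested with camera, the median and the mean differed in sign for 5 results, none of them called. These were arginine methyltransferases (0.1 and -0.04) and oocyte genes (0.2 and -0.04) in H3R17H vs WT, histone H3 genes (-0.03 and 0.16) in both edited groups vs WT, and arginine methyltransferases (-0.18 and 0.27) and the Yap target signature (0.05 and -0.2) in Carm1-/- vs H3R17H. The direction of camera differed from the sign of both for apoptosis regulators and sterol genes in Carm1-/- vs WT, apoptosis regulators in both edited groups vs WT and epiblast markers in Carm1-/- vs H3R17H.

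The 5 tested 2-cell stage genes had a median of 2.14 in H3R17H vs WT (adjusted p = 0.155), with replicate 1 at 3.55 above WT and replicates 2 and 3 at 0.46 and 0. In Carm1-/- vs WT their median was 0.77 (camera, adjusted p = 0.769), with replicates 1 to 3 at -0.19, 1.6 and 1.15. Markers of other cells were too few to test: 4 trophoblast giant cell, 1 cumulus, 2 immune, 3 sex-linked and 0 blood or fibroblast genes passed the filter.

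X-linked genes followed sex among the edited libraries. The median of 386 X-linked genes relative to autosomes was -0.256 and -0.034 in the edited libraries with Y-linked transcripts and 0.128 to 0.346 in those without, a mean difference of 0.39. The lowest, H3R17H replicate 1, had Xist at 4.84 FPKM beside Y-linked transcripts. A candidate source is the second X chromosome of female embryos, so part of the difference of X-linked genes from WT may be sex. Rhox5, which is X-linked, was at 45.4 and 16.7 FPKM in the edited libraries with Y-linked transcripts and at 117 to 412 FPKM in those without, against at most 0.66 FPKM in WT. It thus goes with sex among the edited libraries, and both with Y-linked transcripts lay above WT.

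Other splits of the libraries were counted by genes at an unadjusted p under 0.05. For both edited groups vs WT 6 of 84 splits gave at least the real 1631 in a fit of 2 groups, the highest other 2515, so chance cannot be excluded. The split of H3R17H replicate 2 and Carm1-/- replicates 2 and 3 from the rest called 177 genes, and that of H3R17H replicates 1 and 2 and Carm1-/- replicate 2 called 189, where the real split called 0. Both splits were picked from the 84 for their counts, and both leave replicate 1 labelled Carm1-/-, the WT-like library, beside the WT libraries. The libraries they set apart lay at 21.8 to 70.7 on the first principal component. What lies behind these counts was not tested. For 3 against 3 libraries 10 splits are too few for a share under 0.05. There the real value and highest other were 1677 and 357 for H3R17H vs WT (1 split as large), 1355 and 1346 for Carm1-/- vs WT (1 split), and 973 and 1537 for Carm1-/- vs H3R17H (3 splits).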
